A study of Homo sapiens with 32 samples.

How the data were processed

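ATAC-seq libraries were made from a HEK293T clone in which ZNF143 carries an inducible degron tag, after 30 minutes with 50 nM dTAGV-1 or without it, per the labels' protocols. Nuclei were tagmented with Tn5, and libraries were amplified and size-selected with beads, per the labels' protocols. Samples were grouped by the labels into control and dTAGV-1 libraries of replicates 1 to 8 and of replicates 9 to 16, with 8 libraries in each of the 4 groups. The control libraries of replicates 1 to 8 are called DMSO in their titles, while another field of their labels gives no treatment. Those of replicates 9 to 16 are given as DMSO in both.

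The deposited count table holds whole-number counts per window for the 16 libraries of replicates 9 to 16, not normalized, per the file headers and the values. The columns were matched to samples by group and replicate number, and the number of columns left unused was 0. The same table gives 1 value per window on the -log10 q scale from the authors' peak calling, starting at 2.0. The deposited summit list gives a summit position and a -log10 score from the authors' peak calling, also starting at 2.0, and no value per library. The authors' q values and scores were used only to describe and rank windows within their own list. The labels and headers state no aligner, read filter, peak caller, counting tool or genome build. They also do not state whether reads were shifted for the offset of Tn5 or whether cut sites or fragments were counted. A shift of a few bases is small beside windows of 401 bp and applies to both groups alike. If both ends of a fragment were counted, counts would come in pairs and their spread would be larger than that of independent fragments, which the estimated dispersion absorbs.

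The genome build was settled from the coordinates. All windows and summits lay within the chromosome ends of hg38. Of the windows in the top decile of the authors' -log10 q, 59.1% lay within 500 bp of a transcript start of GENCODE release 44. After a shift of 100000 bp the share was 6.72%. Sequences and annotations were therefore taken from hg38. Of the windows, 67309 overlapped another, or 31.7%, so that neighbouring windows share counts. Names shared by the windows and the summit list, 119599 in number, never had the summit at the window centre, and the lists were treated as separate peak calls.

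Counts were tested in edgeR 4.0.16 (R 4.3.3) with filterByExpr by group, TMM scaling, and the quasi-likelihood test for dTAGV-1 against control, with no covariate. Benjamini-Hochberg adjustment was used with a threshold of 0.05. Log2 CPM were computed with TMM scaling and a prior count of 2. Standard errors of fold changes were derived from the fitted test statistic. The windows named in the text were chosen by a rule. Among called windows with an average log2 CPM at or above the median of tested windows, 1.41, the rule took the 5 lower and the 5 higher windows with the smallest p-values, together with the tested window nearest the start of ZNF143. Only 2 higher windows existed.

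The motif core CCCANMATGC, in which N is any base and M is A or C, was searched on both strands within 100 bp of the window centre. The per-library motif score weighted the windows without the motif to the deciles of mean log2 CPM and of GC content of those with it. Differences between groups of per-library scores were tested by exact permutation of the 12870 assignments of libraries. Shares of windows were compared by Fisher's exact test, and matched odds ratios were pooled over deciles of abundance, or of GC content and abundance, by the Mantel-Haenszel method. A promoter window was one with its centre within 500 bp of a transcript start. Python 3.11.15, scipy 1.17.1, statsmodels 0.14.6 and pysam 0.24.0 were used. Sequences of the other factors were CCASYAGRKGGC for CTCF, GCGCATGCGC for NRF1, CCGGAAGT for ETS, CCAATSR for NFY, TGASTCA for AP1 and GGGGCGGGG for SP and KLF. They too were searched only within 100 bp of the window centre.

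The count test was tested on simulated data, with counts drawn for the 185040 windows from the means and library sizes of the real libraries and 200 windows changed. For dTAGV-1 against control it recovered 118 of the 200, or 59%, and 70.6% of those with a log2 change of at least 1, with 4 false calls and none of the wrong sign. Flat signal in single libraries and counts shared between overlapping windows were not simulated. In the simulation of the motif score over 185040 windows, a shift of -0.3 was returned as -0.30. A trend with GC content alone gave a matched difference of 0.0044 (exact permutation p = 0.48) and an unmatched one of 0.021 (exact permutation p = 0.00482).

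Replicates were compared before averaging. Over the 56 pairs of libraries of the same group, the chi-square per degree of freedom of their counts lay between 1.63 and 4.99, so that no pair agreed within sampling noise and all 16 libraries were counted. With 8 libraries of 2275856 to 13671039 counts per group, the standard error of the log2 fold change was 0.16 at the median lower window.

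Alternatives fixed before the data were examined were DESeq2 1.42.0, limma-voom (limma 3.58.1), total count, RLE and cyclic loess scaling, other filters, a replicate block, a GC offset, other thresholds, other sets of windows, and leaving out each library in turn. For sequences and positions they were other distances, a looser core CCCRNMATSC, the reversed core CGTAMNACCC and other backgrounds. Counts for replicates 1 to 8 were not analysed here, so the separate test planned for them was not run.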

Results

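Accessible chromatin was profiled by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA, in a clone of HEK293T, a human embryonic kidney line. In this clone the zinc finger transcription factor ZNF143 carries an inducible degron tag. The compound dTAGV-1 bridges such a tag to a ubiquitin ligase and leads to degradation of the tagged protein. Cells were collected after 30 minutes in 50 nM dTAGV-1 or without it, so that the comparison asks which sites change in accessibility soon after ZNF143 is targeted. ZNF143 protein levels were not analysed here, so the extent of degradation in each library is unknown.

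The labels describe 32 libraries in 4 groups of 8. The counts analysed here cover replicates 9 to 16, with 8 control libraries treated with DMSO and 8 dTAGV-1 libraries. Replicates 1 to 8 are represented only by a list of 259926 peak summits that carries no value per library, and no comparison between groups was made for them.

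The count table held 212358 windows of 401 bp. Library totals were 8510944 ± 2862954 counts in control (SD, n = 8, range 2275856 to 11418578) and 8754761 ± 3437122 in dTAGV-1 (SD, n = 8, range 3373219 to 13671039). Control replicate 12 was the shallowest library with 2275856 counts, followed by dTAGV-1 replicate 12 with 3373219 and dTAGV-1 replicate 11 with 4642812. These libraries also had a flatter signal. Control replicate 12 had 31.0% of its counts in the top decile of windows, dTAGV-1 replicate 12 had 37.8% and dTAGV-1 replicate 11 had 40.3%. Control replicate 11 had 44%, and the remaining libraries lay between 46.3% and 47.3%.

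**Figure D1:**
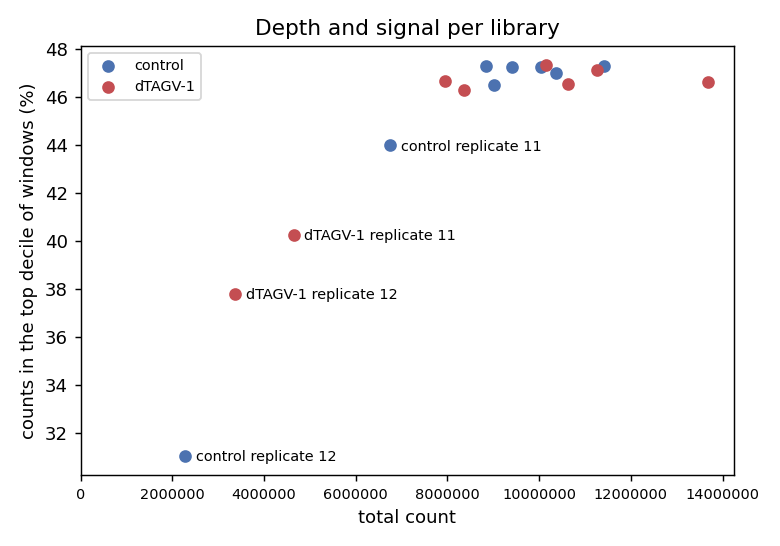
Total count per library (x axis) against the percentage of its counts in the top decile of windows (y axis), 1 point per library. Both libraries numbered 11 and both numbered 12 have a lower top-decile share than the other 12 libraries, which lie between 46.3% and 47.3%.

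After a filter on low counts, 185040 windows were tested, 87.1% of the table. At an adjusted p of 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 397 windows, which is 0.215% of those tested. Of these, 395 were lower in dTAGV-1 and 2 were higher. At an unadjusted p below 0.05, 2876 windows were lower and 2405 were higher. The median log2 fold change over all tested windows was 0.0077. Among the lower windows the median log2 fold change was -0.95, with quartiles of -1.25 and -0.75 and a range from -2.41 to -0.56. The standard errors of these fold changes ranged from 0.13 to 0.42. In 178 of the lower windows the log2 fold change was below -1. The lower windows formed 390 regions that did not overlap one another.

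All 8 dTAGV-1 libraries lay below all 8 control libraries in 115 of the lower windows, or 29.1%. Chance gives this arrangement in 0.0078% of unselected windows, but these windows were selected in the same libraries, so the share describes them and is no test. The number of calls depended on the libraries and on the model. The fit without control replicate 12 called 632 windows, and the other fits that left out 1 library called between 321 and 406. Without replicates 11 and 12 of both groups, a choice made after the data were seen, 781 windows were called. Replicates 9 to 12 taken alone gave 3, also a choice made after the data were seen.

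**Figure D2:**
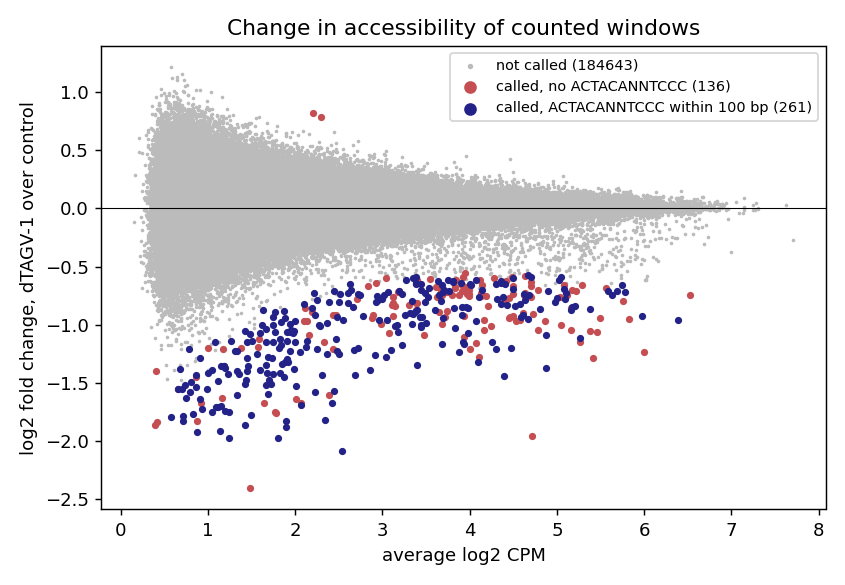
Log2 fold change of dTAGV-1 over control (y axis) against average log2 CPM (x axis), 1 point per tested window. Grey points are windows not called, and coloured points are the 397 called windows, split by whether the sequence ACTACANNTCCC lies within 100 bp of the window centre. All but 2 of the called windows lie below 0.

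Windows are described in hg38 coordinates, counted from 1. The lower window with the smallest p-value among those at or above the median abundance lay on chromosome 1 from 45499959 to 45500359. Its centre was intergenic, 80 bp from a transcript start of CCDC163 and within 500 bp of a start of MMACHC. It fell from 5.35 ± 0.29 to 3.39 ± 0.37 log2 CPM (counts scaled to the library total; SD, n = 8 in each group). The log2 fold change was -1.96 with a standard error of 0.15 and an edgeR adjusted p of 2.7e-12, and 25.7% of the control signal was left. All 8 dTAGV-1 libraries lay below the lowest control library.

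The next window lay on chromosome 7 from 150992722 to 150993122, in an intron of NOS3, 882 bp from the nearest transcript start. It fell from 3.18 ± 0.24 to 1.23 ± 0.64 log2 CPM (SD, n = 8), a log2 fold change of -2.09 with a standard error of 0.19 and an edgeR adjusted p of 9.56e-10. A window on chromosome 3 from 61249968 to 61250368, in an intron of FHIT, fell from 5.38 ± 0.24 to 4.03 ± 0.21 log2 CPM. Its log2 fold change was -1.37, with a standard error of 0.14 and an edgeR adjusted p of 2.05e-08. In both windows all 8 dTAGV-1 libraries lay below every control library.

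The remaining 2 lower windows were intergenic. The window on chromosome 16 from 58630311 to 58630711 lay 626 bp from a transcript start and fell from 4.86 ± 0.46 to 3.49 ± 0.21 log2 CPM, with a log2 fold change of -1.44, a standard error of 0.15 and an edgeR adjusted p of 2.77e-08. The window on chromosome 3 from 141646767 to 141647167 lay 13569 bp from the nearest transcript start and fell from 2.82 ± 0.56 to 1.16 ± 0.35 log2 CPM. Its log2 fold change was -1.82, with a standard error of 0.19 and an edgeR adjusted p of 3.97e-08. In each of these windows 7 of the 8 dTAGV-1 libraries lay below the lowest control library.

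Only 2 windows were called higher. The first lay on chromosome 12 from 53726845 to 53727245, in an intron of CALCOCO1 and 383 bp from a transcript start of that gene. It rose from 1.76 ± 0.45 to 2.59 ± 0.24 log2 CPM, with a log2 fold change of 0.79, a standard error of 0.17 and an edgeR adjusted p of 0.0152. The other lay on chromosome 2 from 85603193 to 85603593, in an intron of USP39 and 197 bp from a transcript start of TMEM150A. It rose from 1.64 ± 0.51 to 2.48 ± 0.36 log2 CPM, with a log2 fold change of 0.82, a standard error of 0.18 and an edgeR adjusted p of 0.0159. Near each of these 2 windows another window was called lower. On chromosome 12 it ran from 53727404 to 53727804, near a start of CALCOCO1, with a log2 fold change of -0.95 (edgeR adjusted p = 0.000367). On chromosome 2 it ran from 85602532 to 85602932, near a start of TMEM150A, with a log2 fold change of -0.83 (edgeR adjusted p = 0.0264). The rises thus do not describe the starts of these genes as a whole. Depending on the library left out, between 0 and 5 windows were called higher.

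The window nearest the start of ZNF143 itself lay on chromosome 11 from 9460648 to 9461048, in an untranslated region of the gene and 128 bp from a transcript start. It measured 6.0 ± 0.43 log2 CPM in control and 5.98 ± 0.27 in dTAGV-1 (SD, n = 8). Its log2 fold change of -0.053 was smaller than its standard error of 0.16. Control replicate 12, the library with the flattest signal, lay apart from the other control libraries on the low side at this window, at the windows near CCDC163 and TMEM150A and at the window on chromosome 16. On the dTAGV-1 side, replicate 12 lay apart on the low side near CCDC163, and replicate 11 in FHIT.

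**Figure D3:**
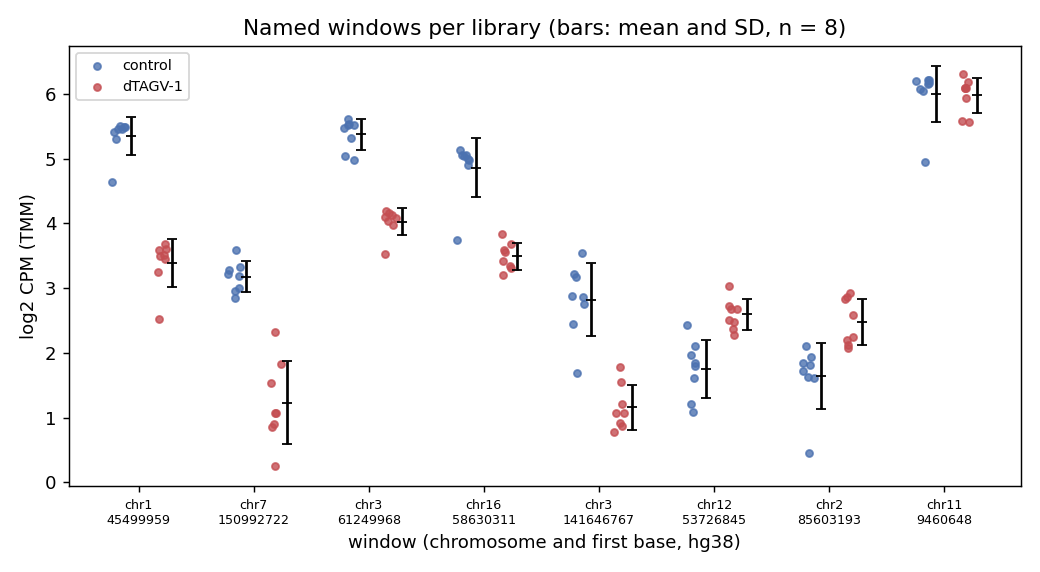
Log2 CPM (y axis) of the 8 windows described in the text (x axis, by chromosome and first base), 1 point per library, with bars for the mean and SD of 8 libraries. The 5 windows on the left fell, the next 2 rose, and the window on chromosome 11 at the start of ZNF143 measured 6.0 ± 0.43 in control and 5.98 ± 0.27 in dTAGV-1.

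The sequence bound by ZNF143 was then looked for, to ask whether the changed windows hold it. The core CCCANMATGC lay within 100 bp of the centre in 52 of the 395 lower windows, or 13.2%, and in 1047 of the 184643 windows not called, or 0.567%. The odds ratio was 26.6 (95% confidence interval 19.7 to 35.8; Fisher's exact test, two-sided, p = 2.92e-52). The odds ratio was 42.2 within 50 bp of the centre and 13.6 within 250 bp, and it was 17.7 for the looser core CCCRNMATSC. Neither of the 2 higher windows held the core.

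Since windows are not replicates, the core was also scored per library. The score was the mean log2 CPM of the 1099 tested windows with the core minus that of windows without it, matched on abundance and GC content. It was 0.079 ± 0.0086 in control and -0.027 ± 0.014 in dTAGV-1 (SD, n = 8), a difference of -0.11. All 8 dTAGV-1 libraries lay below the lowest control library (exact permutation test, two-sided, p = 0.000155, the smallest that 8 against 8 libraries can give). The difference lay between -0.11 and -0.10 whichever library was left out. Of the 1099 windows, 52 were called lower, and 59.8% had a negative fold change against 48.2% of all tested windows. The median log2 fold change of windows with the core was -0.062.

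Scores for 6 other factors were computed in the same way over windows without the looser ZNF143 core, as a background for the test. With the ZNF143 core these made 7 tests. The CTCF score changed by 0.042 (exact permutation p = 0.252, adjusted p = 0.696 by Benjamini-Hochberg), the AP1 score by -0.0068 (exact permutation p = 0.398, adjusted p = 0.696) and the SP and KLF score by 0.016 (exact permutation p = 0.393, adjusted p = 0.696). The ETS score changed by -0.0088 (exact permutation p = 0.637, adjusted p = 0.891), the NRF1 score by 0.0023 (exact permutation p = 0.917, adjusted p = 0.989) and the NFY score by -0.00011 (exact permutation p = 0.989, adjusted p = 0.989). None of these 6 differences passed the test, which makes no use of replicate numbers. The adjusted exact permutation p of the ZNF143 core in this family was 0.00109. With replicate numbers as pairs, a choice made after the data were seen, the CTCF score was higher in dTAGV-1 in 8 of 8 pairs. Its exact permutation p was then 0.00781, with an adjusted p of 0.0273.

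**Figure D4:**
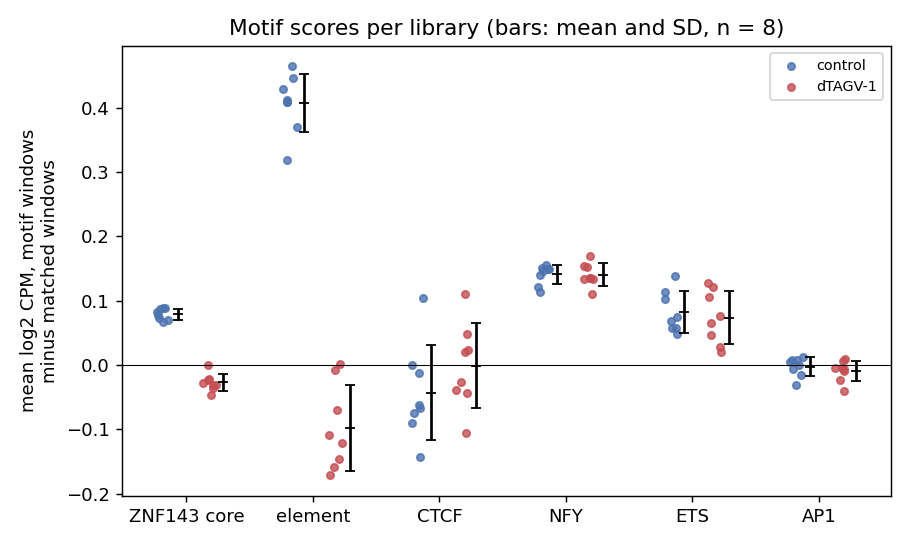
Motif score per library (y axis, mean log2 CPM of windows with a motif minus matched windows without it) for 6 sequences (x axis), 1 point per library, with bars for the mean and SD of 8 libraries. The element is ACTACANNTCCC. All 8 dTAGV-1 libraries lie below all 8 control libraries for the ZNF143 core and for the element, and the groups overlap for the other sequences shown.

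The position of the changed windows relative to genes was compared next. Of the 395 lower windows, 214 had their centre within 500 bp of an annotated transcript start, or 54.2%, against 20.5% of the windows not called. The odds ratio was 4.58 (95% confidence interval 3.75 to 5.58; Fisher's exact test, two-sided, p = 8.44e-49). Lower windows were also more abundant, with a median of 3.05 log2 CPM against 1.41 over all tested windows. With the background matched on deciles of abundance, a choice made after the data were seen, the odds ratio was 2.23 (95% confidence interval 1.72 to 2.90). Of those 214 windows, 199 had a start of a protein-coding gene within 500 bp, though not always as the nearest start. Another 13 had a start of a lncRNA gene and none of a protein-coding gene. By the annotation at the window centre, 161 lower windows lay in introns, 152 between genes, 42 in untranslated regions, 38 in noncoding exons and 2 in coding exons.

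Genes for small nuclear RNAs and related short RNAs are a known class of ZNF143 targets, and a list of 33 such genes was compared with other promoters. Of these, 30 were in the annotation, and 57 tested windows lay within 500 bp of their starts. The mean log2 CPM of these windows minus that of all other promoter windows was 1.10 ± 0.064 in control and 1.06 ± 0.076 in dTAGV-1 (SD, n = 8). The difference of -0.039 was within the spread between libraries (exact permutation test, two-sided, p = 0.282). Unlike the motif score, this score was not matched on abundance or GC content, so flat signal in single libraries can add to its spread. A small change at these promoters is therefore not excluded. By edgeR, 1 of the 57 windows was called lower, both over all tested windows and adjusted over the list alone, and none was called higher. The fold change was negative in 30 of the 57.

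The summit list attached to replicates 1 to 8 was compared with the windows counted in replicates 9 to 16. Of the 259926 summits, 63.5% fell in a counted window (95% Wilson interval 63.3% to 63.6%), and 66.5% fell within 100 bp of one. Among summits in the upper range of the authors' scores, at or above the median, 88.8% fell in a counted window. In turn, 77.8% of the counted windows held a summit (95% Wilson interval 77.6% to 78.0%). These intervals cover counting error only.

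**Figure D5:**
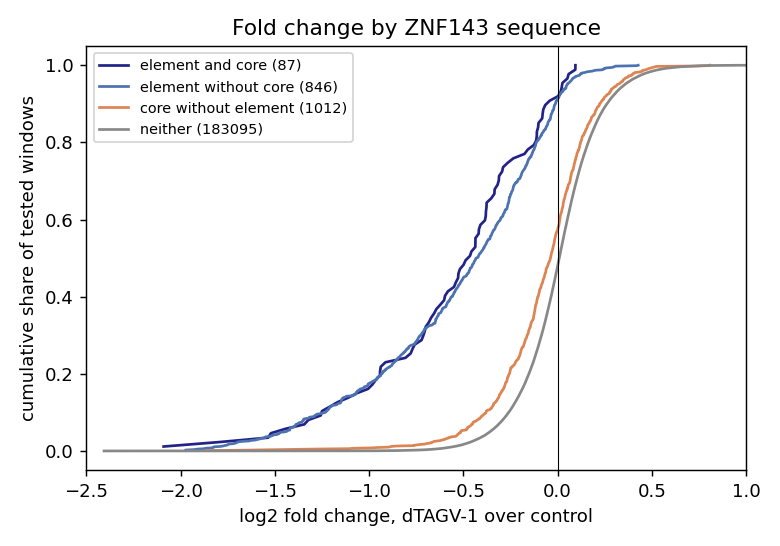
Cumulative share of tested windows (y axis) against the log2 fold change of dTAGV-1 over control (x axis), for windows split by whether they hold the core CCCANMATGC, the element ACTACANNTCCC, both or neither within 100 bp of the centre. The median is -0.46 with both, -0.43 with the element alone, -0.037 with the core alone and 0.0087 with neither.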

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

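A value was listed here when a library lay far from the other 7 of its group, by the gap to its nearest neighbour relative to the range of the group. The rule was applied to 28 groups of 8 libraries, of which chance alone would pick out about 1 in 20. It picked out 9 values, of which 7 belong to control replicate 12, 1 to dTAGV-1 replicate 12 and 1 to dTAGV-1 replicate 11. The tests of depth and of flat signal for control replicate 12 were written before their results were seen.

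Control replicate 12 had a TMM factor of 1.23, against 0.958 to 1.02 in the other control libraries. It had 31.0% of its counts in the top decile of windows, against 44% to 47.3%, and its median correlation with the other libraries was 0.657, against 0.890 to 0.919. Its total of 2275856 counts was the lowest of all 16 libraries. Low depth alone was tested by thinning the other control libraries to its total, which left them at median correlations of 0.824 to 0.844, above 0.657. Low depth alone therefore did not account for its low correlation. Their top-decile shares stayed at 44% to 47.3%, but random thinning keeps these shares by construction, so they are no test of depth. Its signal was flatter over windows than that of the other control libraries and of the dTAGV-1 libraries. The share of 31.0% is itself one of the values listed here, so it describes the library and does not decide whether flat signal is the source of the low correlation. Which step of library preparation was involved was not tested, and no biological explanation was tested, since the other 7 libraries carry the same label.

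At single windows, control replicate 12 lay below the other control libraries in log2 CPM. It measured 4.64 against 5.31 to 5.51 at the window near CCDC163 on chromosome 1, 3.74 against 4.91 to 5.13 at the window on chromosome 16, 0.45 against 1.62 to 2.11 at the window near TMEM150A on chromosome 2, and 4.95 against 6.05 to 6.22 at the start of ZNF143. In the dTAGV-1 group, replicate 12 measured 2.52 against 3.25 to 3.68 at the window near CCDC163, and replicate 11 measured 3.54 against 3.98 to 4.19 at the window in FHIT. After these values were seen, the deviation of control replicate 12 from the mean of the other 7 control libraries was taken by decile of abundance in those 7. Its median was -0.90 in the top decile, which restates the flat signal, and 21.3% to 58.3% of the windows in that decile were as low as those near CCDC163, on chromosome 16 and at ZNF143. The low values at these 3 windows are thus common for strong windows in this library. The window near TMEM150A is not a strong window. It lay in decile 7, where the median deviation was -0.10, and its own deviation was -1.36. Of the windows in that decile, 6.52% were as low. The usual deviation at this abundance is thus far smaller, but a single window does not exclude flat signal as a part of the cause, which stays open. A low control value works against a lower call, since it lowers the control mean, whereas near TMEM150A it adds to the rise. In the dTAGV-1 group, replicates 11 and 12 had top-decile shares of 40.3% and 37.8%, and whether these account for their low values was not tested. No biological explanation was tested.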

How the results depend on the processing

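The alternatives were fixed before the data were examined, except those without replicates 11 and 12, with library quality weights, with replicates 9 to 12 or 13 to 16 alone, with the element ACTACANNTCCC, with replicate numbers as pairs for the motif scores, and with matched backgrounds for the promoter odds ratio, which were chosen after seeing the data.

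The count of 397 windows past the threshold, 395 lower and 2 higher, stayed within 1.5 times under 27 of 34 alternatives, as did the count of lower windows. Cyclic loess offsets gave 685 (680 lower, 5 higher), leaving out replicates 11 and 12 gave 781 (767 lower, 14 higher), replicates 13 to 16 alone gave 640 (623 lower, 17 higher) and replicates 9 to 12 alone gave 3 (3 lower, 0 higher). Leaving out 1 library gave 321 to 632 calls, 318 to 627 lower and 0 to 5 higher. The highest counts, 632 and 627, came without control replicate 12. The cause of each shift was not tested. In all of these fits, every lower window of the 395 that was tested again kept a negative fold change. DESeq2 called 508 windows and kept 393 of the 395, limma-voom called 340 and kept 332, and total count scaling called 498 and kept 383.

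The count of 2 higher windows moved most easily. DESeq2 gave 4, limma-voom 1, limma-voom with library quality weights 5, a mean count of at least 50 gave 5, an adjusted p of 0.01 gave 0, and windows that overlap no other gave 1. The largest counts were 14 without replicates 11 and 12, 17 with replicates 13 to 16 alone, and 11 and 12 in the fits with a block given below. The cause was not tested.

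Replicate numbers were not taken to pair the libraries, since only 5 of 8 correlations of deviations between libraries with the same number were over 0.1. All 8 were positive, from 0.028 to 0.336 with a median of 0.13, against -0.247 to 0.264 with a median of 0.025 for other numbers. The tie by number was thus weak over windows, but stronger in some motif scores. The CTCF score had an SD of 0.074 in control and 0.066 in dTAGV-1, but 0.027 for differences within numbers. For AP1 these SDs were 0.015, 0.016 and 0.0063. For the ZNF143 core they were 0.0086, 0.014 and 0.016, which shows no such tie. A test without pairs can therefore miss a change in the CTCF score. A replicate block gave 753 calls (742 lower, 11 higher), and a replicate block with a GC offset gave 832 (820 lower, 12 higher). The GC offset alone gave 481. With numbers as pairs, the CTCF score was higher in dTAGV-1 in 8 of 8 pairs, by 0.042 ± 0.027 (SD; exact permutation p = 0.00781, the smallest 8 pairs can give, adjusted p = 0.0273 over 7 motif scores), where the test without pairs found no difference. The ZNF143 core score was lower in all 8 pairs (the same p and adjusted p), and the other 5 scores had adjusted p from 0.0729 to 0.984.

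The motif odds ratio of 26.6 kept its direction and its side of the threshold under 6 of 7 alternatives, although its size ranged from 13.6 within 250 bp to 42.2 within 50 bp for the core. The reversed core gave an odds ratio of 0, which carries no information, since only 59 tested windows held it and 0.126 of the 395 lower windows would by chance. Its score was 0.053 ± 0.056 in control and 0.053 ± 0.037 in dTAGV-1 (SD, n = 8), a difference of -0.00017 (exact permutation p = 0.995). The motif score kept its direction and side in the other 22 alternatives, with a difference of -0.052 within 250 bp and -0.15 within 50 bp. Leaving out 1 library gave differences of -0.11 to -0.10. The element ACTACANNTCCC gave an odds ratio of 533 and a score difference of -0.51. The promoter odds ratio of 4.58 kept its direction and side under 5 of 5 alternatives, but fell to 2.23 when matched on abundance and 2.40 when matched on GC content and abundance, and the difference for promoters of small nuclear RNAs stayed within the spread between libraries under 19 of 19, between -0.052 and -0.021 when 1 library was left out. The fold changes of the 8 named windows kept their direction and side in all 24 values from the fits with DESeq2, total count scaling and the block. For the 2 higher windows this does not cover every setting. Only 1 window was called higher by limma-voom, and 0 at an adjusted p of 0.01 or without dTAGV-1 replicate 14. The share of summits in a counted window of 63.5% moved to 66.5% within 100 bp, by construction of the wider set. It moved to 88.8% in the upper range of scores, and the cause of that rise was not tested.

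The alternatives planned for replicates 1 to 8 were not run, since their counts were not analysed here. In simulated data with these library sizes the test had incomplete power, with 59% of the changed windows recovered. The simulation held no libraries with flat signal, so this share need not hold for the real libraries. Of its unchanged windows 4.82% had an unadjusted p below 0.05 by the quasi-likelihood test, against 2.85% of tested windows in the real data. A window left uncalled is not shown to be unchanged. How the number of calls depends on depth was not tested.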

Other observations

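Tests chosen only after the result was seen concern the element ACTACANNTCCC in windows without the core, the flanks of distal sites, the strength of windows without counts, the calls of replicates 13 to 16 looked up in replicates 9 to 12, the element score without the lower windows, the number of small p-values in the splits, the odds ratios matched on abundance or on GC content and abundance, the shares of the NFY sequence by position, and the matched and subset forms of the comparisons among core sites. The other tests were written before their results.

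The 397 calls were set against other divisions of the same libraries. Of 40 distinct splits of the 16 libraries into 8 and 8, drawn with a fixed seed and including the real one, 1 gave as many calls, the real one. The largest count among the other 39 was 1. The number of windows at an unadjusted p below 0.05 did not set the real split apart. It was 5281 there, or 2.85% of tested windows and below the 5% expected with no change, and 22 of the 39 other splits had more, up to 13944. The treatment labels thus stand out by windows past the adjusted threshold, and not by the bulk of small p-values.

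Nearly all calls lay on the lower side. Scaling of the libraries was tested as a cause, and the lowest share of lower calls with total count, RLE or cyclic loess scaling, the GC offset or DESeq2 was 99.2%. A few shallow libraries were tested as well, and without replicates 11 and 12 the share was 98.2%, with 392 of the 395 lower windows called again. Both tables argue against these technical explanations. A direct loss of accessibility where ZNF143 leaves DNA stays open as a hypothesis, which the share of 99.2% may fit.

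The calls were also looked up across libraries. All 3 windows called lower in replicates 9 to 12 were lower in replicates 13 to 16, which is too few to decide. Of the 620 windows called lower in replicates 13 to 16 and tested in replicates 9 to 12, 98.9% were lower there, against 48.7% of all tested windows, with median log2 fold changes of -0.76 and -0.67. These lower calls were thus not specific to the libraries in which they were made. Of the 17 windows called higher in replicates 13 to 16, 10 were higher in replicates 9 to 12, with a median log2 fold change of 0.053 there, so the few higher calls were not borne out to the same extent.

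Most lower windows, 343 of 395, lacked the core CCCANMATGC within 100 bp of the centre. Counts shared with a neighbouring window that holds the core were tested as a cause. Only 0.292% of these windows had such a neighbour within 500 bp, against 0.271% of windows not called, which argues against it. Neighbours that hold the element described below were not tested in this way. A variant of the binding sequence may account for a part, since the looser core CCCRNMATSC was found in 8.75% against 0.893% (odds ratio 10.6, Fisher's exact test, p = 3.25e-20). A search for short sequences frequent in the lower windows returned ACTACANNTCCC, which was then counted in the same windows. It lay within 100 bp of the centre in 66.8% of the lower windows without the core, against 0.336% of those not called. Over all lower windows the share was 66.1% against 0.364% (odds ratio 533, 95% confidence interval 427 to 666). This test ran on the windows in which the sequence was found, so its size is likely overstated, and the same holds for a per-library score over all 933 tested windows with the element. With the lower windows left out, the score over the remaining windows still fell, from 0.37 ± 0.046 to 0.067 ± 0.05 (SD, n = 8, exact permutation p = 0.000155, the smallest possible).

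The element separated windows more than the core did. Of 846 windows with the element and without the core, 229 were called lower, or 27.1%, with a median log2 fold change of -0.43. Of 87 with both, 32 were called lower, or 36.8%. Of 1012 with the core alone, 20 were called lower, or 2.0%, with a median of -0.037. Neither sequence was present within 100 bp of the centre in 114 of the lower windows. These windows are not shown to lack a site, since sequence further out was not counted. Within 250 bp the core alone was in 64 of the 395 lower windows. Overlap with a lower window that holds the element also occurs, as for the window on chromosome 16 from 30928073 to 30928473. The named window with the smallest p-value, near CCDC163, was among the 114 windows. Its closest match, with 1 mismatch, began at 45500177 on chromosome 1 and reads CGAACTACGCATCCCAAGATGCATCGCGCA with the neighbouring bases. The other 4 named lower windows held the element, as in GAAACTACAGTTCCCAGAATGCAGGTGGGG on the minus strand of chromosome 7 at 150992931.

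Sites with the core differed in how far they fell. The ACTACA bases upstream of the core were tested as a source of the difference. Core sites with at least 5 of these 6 bases fell further than the rest by -0.37 in the per-library score (exact permutation p = 0.00668), and by -0.38 with each set matched on abundance and GC content (exact permutation p = 0.000155). Of 126 such sites 28.6% were called lower, and of the 973 others 1.64%. A longer binding site, with the ACTACA bases upstream of the core, may be what is needed for accessibility to depend on ZNF143. Promoter position gave a difference of -0.070 (exact permutation p = 0.62), and -0.089 with matching (exact permutation p = 0.00497). In the unmatched score control replicate 12 lay at 1.47, against 2.24 to 2.37 in the other control libraries, which makes that difference smaller. Among core sites without the ACTACA bases the matched difference by promoter position was -0.038 (exact permutation p = 0.178). What promoter position does among all core sites cannot be told apart from the upstream bases, since 99 of the 126 sites with these bases lay at promoters. It is not the source of the difference by the upstream bases. Of the 27 sites with these bases away from promoters, 59.3% were called lower, with a median log2 fold change of -0.88, and of the 99 at promoters 20.2%, with a median of -0.33. Among sites with these bases the score at promoters minus elsewhere changed by 0.45 (exact permutation p = 0.000155), so that sites at promoters fell less.

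CTCF has been discussed together with ZNF143, and CTCF motif sites without the ZNF143 core were tested for a fall in accessibility. The matched score rose by 0.042, with no difference found by a test that makes no use of replicate numbers (exact permutation p = 0.252). With numbers as pairs, it rose in 8 of 8 pairs (exact permutation p = 0.00781, adjusted p = 0.0273). The difference between this change and that of ZNF143 core sites was itself tested and was 0.15 (exact permutation p = 0.0014). None of the 395 lower windows held the CTCF sequence, against 3.3% of the windows not called (Fisher's exact test, p = 3.18e-06). A fall at CTCF sites of the size seen at ZNF143 core sites is therefore argued against after 30 minutes. The sequences of other factors were counted too, with odds ratios matched on GC content and abundance. The NFY sequence was in 22% of lower windows against 7.64% of those not called (odds ratio 3.42, Fisher's exact test, p = 3.33e-19, matched odds ratio 2.03, 95% confidence interval 1.61 to 2.57), although the NFY score over windows without the looser ZNF143 core changed by only -0.00011. The excess lay away from promoters, with 38.1% of 181 lower windows against 6.63% of those not called, while at promoters the shares were 8.41% and 11.5%. The reason was not tested. The excess of the ETS sequence, 2.78% against 0.762% (odds ratio 3.73), was 1.06 when matched (95% confidence interval 0.581 to 1.95). The odds ratio of AP1 was 0.513, and 0.673 when matched (95% confidence interval 0.378 to 1.20). That of SP and KLF was 1.31, and 0.579 when matched (95% confidence interval 0.366 to 0.916). None of the lower windows held the NRF1 sequence, against 0.207% of those not called.

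Promoters shared by divergent transcripts were tested as a description of the lower promoter windows. Starts on both strands lay within 500 bp in 24.8% of these windows and in 17.6% of promoter windows not called (odds ratio 1.54, 95% confidence interval 1.13 to 2.10, Fisher's exact test, p = 0.00894). With the background matched on abundance the odds ratio was 1.04 (95% confidence interval 0.759 to 1.43), so the excess was no longer found, and an excess of divergent promoters among ZNF143 targets was not shown.

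Distal lower windows held the element more often than promoter ones, 81.2% of 181 against 53.3% of 214. Of the tested windows with the element, 42.1% of 349 elsewhere were called lower, with a median log2 fold change of -0.83, and 19.5% of 584 at promoters, with a median of -0.30. The distal sites seemed to share flanking sequence, and copies of one ancestral sequence, such as an interspersed repeat, were tested as a cause. A consensus from distal sites on odd chromosomes was compared with sites on even chromosomes. Over all flanking bases, distal sites matched it at 59.7% of positions and promoter sites at 45.4% (permutation test, p = 2e-05, the smallest 100000 resamples can give). That consensus begins with AGCATCCCTTGC next to the element. Read on from the last 3 bases of the element, it fits the core CCCANMATGC at 9 of 10 positions, all but G9C (counted from 1 at the first base of the core). With the 7 bases of the core left out, the difference was 16.0 percentage points over 15 positions (permutation p = 2e-05), so the bases of the core alone did not produce it. With the 15 bases on each side of the element left out, the difference was 9.70 percentage points over 6 positions (permutation p = 0.0357) and 5.35 over 15 positions (permutation p = 0.0907). The looser core CCCRNMATSC allows the base that differs from the core. The longer ZNF143 consensus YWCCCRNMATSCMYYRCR, on record before the data were examined, also allows the CTTGC that follows. The shared bases next to the element may thus be binding site and do not by themselves speak for common ancestry. Whether common ancestry adds to them stays open, since the outer flank, which lies beyond that consensus, gave different answers at the 2 settings tried. Reads shared between near-identical copies are argued against, since the median identity between pairs of distal sites was 26.7% over the outer flank and 0 of 12720 pairs were above 90%.

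Among the counted windows, 2816 had no count in any of the 16 libraries, or 1.33%. Weak peaks were tested as a cause, but the median -log10 q of these windows was 36.3, against 23.2 for the others, and 102 of them were above 500. A second copy of the sequence on an alternate contig of hg38 was tested next. The central 51 bases were found on 1 of the 261 alternate contigs in 74.1% of the windows without counts and in 1.70% of the others (odds ratio 166, 95% confidence interval 151 to 182). Reads that align equally well to both copies may have been removed before counting but not before peak calling. This leaves 729 windows without such a copy, and of the 5643 windows with a copy only 37.0% had no counts, so the explanation covers a part. The filters behind the counts are not stated. No biological explanation was tested.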
